A study of Mus musculus with 8 samples.

How the data were processed

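Single nuclei were prepared from snap-frozen visceral white adipose tissue of 8 mice, and their RNA was counted per droplet. Per the labels' protocols, the tissue was homogenised, nuclei were stained with the DNA dye DAPI and purified by flow sorting, and libraries were made with the Chromium Next GEM 3' chemistry of 10x Genomics and read on a NextSeq 2000. In that chemistry each droplet carries a barcode, and each captured RNA molecule carries a unique molecular identifier (UMI), so that molecules rather than reads are counted. The series' design text speaks instead of the stromal vascular fraction, which normally lacks mature adipocytes, and of p21+/- mice on the high-fat diet in place of mice with mCherry. The sample labels were followed, and this conflict stays open. By these labels the mice formed 4 groups of 2. One group carried mCherry, a red fluorescent protein, at the p21 locus and ate a standard diet (mCherry SD). The other 3 groups ate a high-fat diet (HFD) and carried mCherry (mCherry HFD), mCherry with Tert (Tert HFD) or mCherry with TertCi (TertCi HFD) at that locus. The gene Cdkn1a encodes p21, and Tert encodes the catalytic subunit of telomerase. What distinguishes TertCi from Tert is not spelled out in the labels. Mice are named by their group and the number in the labels. Those numbers differ between groups and pair no samples.

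The deposited values were whole-number UMI counts per feature and barcode, not normalised and not filtered to nuclei. Per the file headers, the authors made these counts with Cell Ranger 7.1.0. The genome build, the gene annotation and the counting of intronic reads are not stated, so no genome coordinate is given, and the gene names are those of the feature list. That list held 56749 features, one of them mCherry. The labels state that tissue was processed in batches in random order but do not record which mice shared a batch, so no batch term could be fitted.

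Python 3.11.15 with scanpy 1.11.5, numpy 2.4.6 and scipy 1.17.1 was used for nuclei, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 for tests. A barcode was called a nucleus when its UMIs reached the larger of 500 and 0.1 of the 99th percentile of the 5000 largest barcodes of its library, with at least 300 genes and at most 5% mitochondrial UMIs. The resulting thresholds ran from 987 UMIs in Tert HFD rep136 to 4704 in mCherry HFD rep128, so a nucleus of given depth could be called in one library and not in another. Counts per nucleus were scaled to 10000, log-transformed and reduced with 2000 variable genes, 30 principal components, 15 neighbours and Leiden clustering at resolution 1.0 with seed 1. This gave 35 clusters, named by marker genes fixed in advance.

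The tests, contrasts, marker genes, gene lists, rule for naming genes and most alternatives were fixed before the data were examined. Several steps between counts and classes were chosen only after shares of classes per group had been seen. Removal of doublets, barcodes that hold a pair of nuclei, was planned with scrublet. Its automatic threshold marked between 0 and 0.154% of nuclei per library, so the highest scores were removed in its place at 0.8% per 1000 nuclei, which took 1.59 to 6.35% of nuclei, and 2 doublet thresholds were thus tried. An embedding with genes centred per library was tried first and one without centring was kept, which makes 2 embeddings. Leiden resolutions of 1.0 and 2.0 were tried, and the first was kept. For naming, 3 rules were tried. The rule kept was the third. It was set out in words before its shares were computed and was not adjusted again. All discarded versions are among the alternatives of the closing section.

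Under the rule kept, a marker counted as raised at a fold of at least 2.0 over the lower quartile (percentile 25) of clusters, with an offset of 5 CPM (UMI counts scaled to a common library total) and at least 5% of nuclei carrying a UMI. A class needed 3 raised markers and a mean log2 score of at least 1.0. A cluster with 3 raised markers of a second, unrelated lineage, at a score of at least 1.0 and over 0.5 of the best score, was called mixed. A cluster was left unnamed when its leading genes went against its name. Of the 35 clusters, 14 were mixed and 2 unnamed. Mixed nuclei made up 50.3% ± 12.0 (SD, n = 2) of nuclei in mCherry SD, 27.3% ± 1.22 in mCherry HFD, 22.7% ± 8.31 in Tert HFD and 23.4% ± 9.60 in TertCi HFD. Unnamed nuclei made up 7.34% ± 8.82, 0.118% ± 0.118, 2.37% ± 0.910 and 4.60% ± 0.432 in the same order. Clusters led by T and NK, B, dendritic or cycling markers fell among the mixed ones, so these lineages were not compared. The adipocyte-like share depended on this choice. It was 26.8% in mCherry SD under the first rule and the one kept and 61.0% under the second, which named clusters that the rule kept calls mixed. Macrophage-like nuclei were clustered again at resolution 0.5 and named by lipid-associated, perivascular and monocyte markers, with subclusters of one name merged.

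Numbers of nuclei per class were tested with edgeR's quasi-likelihood test on counts per library, with the library's total of nuclei as offset and Benjamini-Hochberg adjustment over 32 tests (8 classes and 4 contrasts). Subclusters were tested in the same way against the total of macrophage-like nuclei, over 12 tests. For gene expression, UMI counts were summed per library and class, leaving out a library with under 20 nuclei of a class. They were filtered with filterByExpr, normalised by TMM and tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment per class and contrast and a threshold of 0.05. All libraries entered each fit and shared 1 estimate of the spread. The contrasts were diet (mCherry HFD against mCherry SD), Tert (Tert HFD against mCherry HFD), TertCi (TertCi HFD against mCherry HFD) and Tert against TertCi (both HFD). Adipocyte-like, progenitor-like, macrophage-like and endothelial-like nuclei were the planned classes, and others were tested only with enough nuclei in every library, which mural-like nuclei had. Fold changes are log2 values from edgeR at the default prior count of its fit. A prior count of 2 was used for the log2 values behind the correlations across genes. An exact permutation test of 2 against 2 mice cannot give a two-sided p below 0.333. The F statistic over the 4 groups was therefore also tested by exact permutation over all 105 partitions of the mice.

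The 7 gene lists fixed in advance were named lipid-associated macrophage, perivascular macrophage, lipogenesis, adipogenic commitment, matrix, p53 target and secretory senescence. They were tested with edgeR's fry, with Benjamini-Hochberg adjustment over 52 tests of lists, classes and contrasts, and with camera at a preset correlation of 0.01 as an alternative. Named genes were Tert and Cdkn1a, at most 2 genes per direction, class and contrast with the largest change among those called, and called genes of the lists. The former had to reach 10 CPM in the higher group with no overlap between groups, which chance gives for 1 in 3 genes at 2 against 2. Spearman correlations across genes between contrasts that share libraries were set against 200 simulated data sets with equal group means, so that their smallest p is 0.00498.

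Free RNA was profiled in barcodes of 10 to 100 UMIs. Scaled to the largest share that genes of other classes allow, it came to at most 1.80 to 15.7% of a class's UMIs, depending on class and library. A gene is called open to free RNA where this bound exceeds 0.5 of its count in either group of a contrast. In mCherry SD rep146, mCherry HFD rep128, Tert HFD rep134 and both TertCi HFD mice, the window held only 4834 to 9618 barcodes. This was fewer than the barcodes that reached 500 UMIs in each of these libraries. Shallow barcodes of more than 100 UMIs, which may hold free RNA too, were outside the profile, so the bound is uncertain. Confidence intervals are exact Poisson intervals at 95% and, like the bound of 3 counts for a count of 0, cover counting error only. Tested on simulated data for the Tert contrast, edgeR recovered 58.5% of 200 genes changed 4-fold among 14292 genes of adipocyte-like nuclei, 84.0% among 11788 of progenitor-like, 83.5% among 13248 of macrophage-like and 83.0% among 7055 of endothelial-like nuclei. All genes recovered had the right direction. False calls numbered 5, 12, 21 and 12 in the same order of classes, beside 117, 168, 167 and 166 genes recovered. The test of nuclei per class was run on 50 simulated data sets for adipocyte-like nuclei in the Tert contrast with 8 classes. It found the 4-fold change in each and made 9 false calls in 1400 tests of unchanged classes. These data sets gave all classes the same preset spread, and other classes were not lowered as adipocyte-like nuclei rose. They cannot show false calls from uneven spread or from classes displacing one another.

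Alternatives covered the UMI threshold for nuclei, doublets, naming, scaling, normalisation, the filter on low counts, the samples in the fit, DESeq2 in place of edgeR, thinning of depth, free RNA and leaving out each mouse. In the last, the lone mouse of a group was assumed to vary like the other groups.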

Results

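The series measured nuclear RNA of visceral white adipose tissue from 8 mice, 2 in each of 4 groups. Its title concerns the expression of Tert in obese mice, the formation of adipocytes and the makeup of macrophages, so the comparisons were made for classes of nuclei, for gene expression within them and for macrophage subclusters. Total UMIs per library were 38890492 and 65537198 in mCherry SD rep144 and rep146, 139749876 and 27637922 in mCherry HFD rep128 and rep129, 98229862 and 23378488 in Tert HFD rep134 and rep136, and 78982232 and 38316458 in TertCi HFD rep138 and rep140. After doublets were removed, 30209 nuclei remained, between 1978 in TertCi HFD rep140 and 7433 in mCherry HFD rep128. The median nucleus held 4340 and 5677 UMIs in the mCherry SD mice, 7253 and 3008 in the mCherry HFD mice, 7203 and 1704 in the Tert HFD mice, and 4622 and 5056 in the TertCi HFD mice, in the same order. Called nuclei held 34.0% (Tert HFD rep136) to 53.7% (mCherry HFD rep128) of a library's UMIs. Depth differed widely between the mice of a group. Both mice of each group differed in their counts by far more than sampling noise, with a chi-square per degree of freedom of 170 in mCherry SD, 48.7 in mCherry HFD, 449 in Tert HFD and 77.3 in TertCi HFD, so no pair was a single library deposited again. That the mice are separate animals rests on the labels.

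Transcripts of the modified locus were examined first as a check of the labels. Over all barcodes, Tert reached 3.52 and 3.98 CPM in mCherry SD rep144 and rep146, 3.27 and 3.58 in mCherry HFD rep128 and rep129, 2.66 and 2.01 in Tert HFD rep134 and rep136, and 2.76 and 2.48 in TertCi HFD rep138 and rep140. It was thus not higher in the libraries labelled Tert HFD or TertCi HFD. In progenitor-like nuclei Tert stood at 10.4 ± 0.858 CPM in mCherry HFD (SD, n = 2), 2.71 ± 1.24 in Tert HFD, 3.37 ± 1.21 in TertCi HFD and 3.87 ± 1.40 in mCherry SD. These values rested on 106, 19, 19 and 6 UMIs. The log2 fold change was -1.63 (SE 0.467, adjusted p 0.0447 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) for Tert and -1.59 (SE 0.459, adjusted p 0.0307 by the same edgeR test) for TertCi. The Tert call was lost in all 8 fits that left out a mouse and the TertCi call in 4 of 8, with log2 values of -1.46 without Tert HFD rep136 and -1.08 without TertCi HFD rep138 at the weakest. DESeq2 called neither. The diet contrast of 1.33 was not called (adjusted p 0.179 by edgeR). In adipocyte-like nuclei, where Tert had too few counts to be tested, it had no UMI in either mCherry HFD mouse (upper 95% limits of 1.25 CPM in mCherry HFD rep128 and 8.77 in rep129, from counting error only), against 18 UMIs (2.15 ± 0.161 CPM) in Tert HFD, 47 (2.63 ± 0.164 CPM) in TertCi HFD and 27 (2.85 ± 0.857 CPM) in mCherry SD. The mCherry feature received 25 UMIs over all libraries, against 1575 for Tert and 4364 for Cdkn1a, although by the sample labels every genotype carries mCherry. The Tert UMIs thus differed in direction between classes, and neither feature could check the labels Tert and TertCi. Every direction between genotypes below therefore holds for the libraries as labelled.

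Cdkn1a, whose locus carries the insertion, reached 1.57 and 3.19 CPM over all barcodes in the mCherry SD mice, 14.3 and 17.1 in the mCherry HFD mice, 8.48 and 4.28 in the Tert HFD mice, and 6.69 and 4.41 in the TertCi HFD mice. In macrophage-like nuclei its log2 fold change with diet was 2.62 (SE 0.867, adjusted p 0.0496 by edgeR), and the Tert and TertCi contrasts were -1.25 (SE 0.425, adjusted p 0.0577 by edgeR) and -1.46 (SE 0.461, adjusted p 0.0341 by edgeR). Of the 8 fits that left out a mouse, 6 lost the diet call, with 1.82 without mCherry SD rep146 at the weakest, and 5 lost the TertCi call, with -1.25 without mCherry HFD rep128. In adipocyte-like nuclei Cdkn1a rose with diet by 3.09 (SE 0.679, adjusted p 0.0133 by edgeR). That call was lost without mCherry SD rep144, at 2.55, and without mCherry HFD rep128, at 3.12. Its Tert and TertCi contrasts there, -0.38 and -0.59, were not called (adjusted p 0.737 and 0.503 by edgeR).

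Whether the makeup of the tissue differed with diet and genotype was tested on shares of all called nuclei. Adipocyte-like nuclei made up 26.8% ± 1.73 (SD, n = 2) in mCherry SD, 2.26% ± 0.204 in mCherry HFD, 21.4% ± 10.97 in Tert HFD and 28.4% ± 3.72 in TertCi HFD. Their log2 fold change was -3.56 (SE 0.420, adjusted p 0.00377 by edgeR) with diet, 3.24 (SE 0.414, adjusted p 0.00389 by edgeR) for Tert and 3.64 (SE 0.422, adjusted p 0.00377 by edgeR) for TertCi. The Tert HFD mice stood at 13.7 and 29.2%, so the size of the Tert contrast was less certain than its direction, and it was 2.59 without Tert HFD rep136. TMM scaling across classes moved the diet contrast most, to -4.54. Both genotype contrasts kept their direction but were not called when nuclei had to reach 1000 UMIs in every library under the second naming rule, at 3.50 and 3.36. Tert against TertCi, at -0.40, was not called (adjusted p 0.539 by edgeR). Under the second naming rule the shares were 61.0% in mCherry SD, 3.83% in mCherry HFD, 30.9% in Tert HFD and 40.1% in TertCi HFD. How near Tert HFD and TertCi HFD came to mCherry SD thus depended on the naming rule, while mCherry HFD stayed lowest.

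Macrophage-like nuclei made up 4.39% ± 1.15 (SD, n = 2) in mCherry SD, 45.6% ± 0.502 in mCherry HFD, 26.6% ± 1.55 in Tert HFD and 16.9% ± 3.30 in TertCi HFD. They rose with diet by 3.38 (SE 0.266, adjusted p 0.00199 by edgeR). The TertCi contrast was -1.43 (SE 0.246, adjusted p 0.0123 by edgeR). The Tert contrast of -0.78 (SE 0.243) was lower in both Tert HFD mice than in both mCherry HFD mice but failed the correction (adjusted p 0.0881 by edgeR). Tert against TertCi, at 0.65, was not called (adjusted p 0.118 by edgeR), so the genotypes were not shown to differ. Several choices decided these calls. The Tert contrast was called under TMM scaling across classes (-1.16) and at 1000 UMIs in every library under the first naming rule (-2.75) and the one used (-2.63). At 1000 UMIs under the second rule, neither diet (1.94) nor TertCi (-1.08) was called. TertCi was also not called with genes centred per library (-1.37) or without TertCi HFD rep140 (-1.24).

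**Figure D1:**
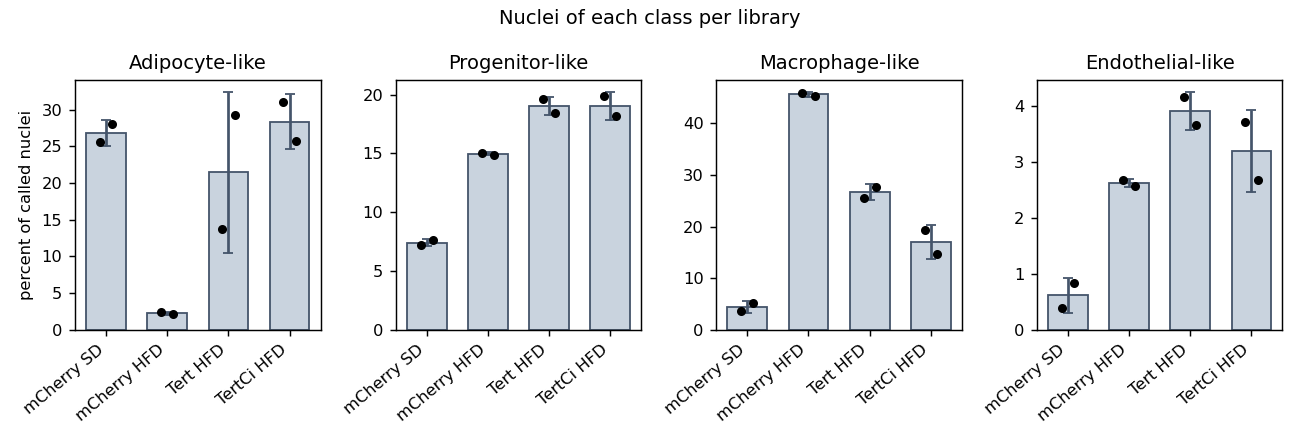
Share of called nuclei (percent, vertical axis) in adipocyte-like, macrophage-like, progenitor-like and endothelial-like classes for the 4 groups, with bars at the mean, error bars of 1 SD and a point per mouse (2 per group). Adipocyte-like nuclei stood at 2.12 and 2.41% in mCherry HFD and at 13.7% or more in each mouse of the other groups, and macrophage-like nuclei were most frequent in mCherry HFD under the naming rule used.

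Progenitor-like, endothelial-like and mural-like nuclei moved less, and some of their directions depended on the denominator. Progenitor-like nuclei made up 7.41% ± 0.266 (SD, n = 2) in mCherry SD, 14.96% ± 0.120 in mCherry HFD, 19.0% ± 0.804 in Tert HFD and 19.0% ± 1.19 in TertCi HFD. The diet contrast was 1.01 (SE 0.122, adjusted p 0.00377 by edgeR), but it was 0.032 under TMM scaling across classes and reversed to -0.57 at 1000 UMIs. The Tert and TertCi contrasts of 0.35 each failed the correction (adjusted p 0.104 by edgeR) and reversed under the second naming rule to -0.018 and -0.16. Endothelial-like nuclei made up 0.613% ± 0.312, 2.62% ± 0.0750, 3.92% ± 0.345 and 3.20% ± 0.732 in the same order. They rose with diet by 2.08 (SE 0.394, adjusted p 0.0157 by edgeR), which was not called under TMM scaling (1.13) or at 1000 UMIs (0.24) and reversed to -0.21 when each nucleus took the class of its highest marker score. Their Tert and TertCi contrasts of 0.58 and 0.29 were not called (adjusted p 0.377 and 0.653 by edgeR). Mural-like nuclei, an unplanned class, rose with diet by 0.91 (SE 0.193, adjusted p 0.0222 by edgeR). This call was lost in 5 of the 8 fits that left out a mouse, with values of 0.78 to 1.04, and reversed to -0.063 under TMM scaling and to -0.98 with classes per nucleus. Epithelial-like, lymphatic endothelial-like and mesothelial-like shares were not called in any contrast (smallest adjusted p 0.377 by edgeR). No class was called between Tert and TertCi by edgeR. By exact permutation of the F statistic over the 4 groups, the p was 0.00952 for macrophage-like, 0.0286 for endothelial-like and progenitor-like, 0.0476 for mural-like and 0.105 for adipocyte-like shares. After Benjamini-Hochberg adjustment over 8 classes these exact permutation values were 0.0762, 0.0762, 0.0762, 0.0952 and 0.168, so none passed 0.05.

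Within macrophage-like nuclei, lipid-associated subclusters made up 6.96% ± 2.59 (SD, n = 2) in mCherry SD, 77.8% ± 1.27 in mCherry HFD, 38.8% ± 22.0 in Tert HFD and 25.4% ± 3.25 in TertCi HFD. Perivascular subclusters made up 77.8% ± 0.324, 18.8% ± 0.601, 49.9% ± 21.8 and 55.0% ± 4.31, and monocyte subclusters 15.2% ± 2.91, 3.39% ± 0.669, 11.3% ± 0.176 and 19.7% ± 1.07, in the same order. The mCherry SD values rested on 91 and 156 macrophage-like nuclei. With diet, the lipid-associated share of macrophage-like nuclei rose by 3.55 (SE 0.510, adjusted p 0.000281 by edgeR), and the perivascular and monocyte contrasts were -2.05 (SE 0.337, adjusted p 0.000338 by edgeR) and -2.17 (SE 0.327, adjusted p 0.000281 by edgeR). For TertCi the lipid-associated contrast was -1.63 (SE 0.393, adjusted p 0.00330 by edgeR), with 1.55 (SE 0.324, adjusted p 0.00166 by edgeR) for perivascular and 2.51 (SE 0.287, adjusted p 8.41e-05 by edgeR) for monocyte nuclei. For Tert the corresponding contrasts were -1.004 (adjusted p 0.0304 by edgeR), 1.41 (adjusted p 0.00259 by edgeR) and 1.72 (adjusted p 0.000338 by edgeR). The monocyte name and these monocyte calls did not hold at a finer resolution, as described below.

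The Tert HFD mice differed widely in this respect. Lipid-associated nuclei made up 23.3% in Tert HFD rep134 and 54.4% in Tert HFD rep136, the shallowest library. One macrophage-like cluster of 579 nuclei, with a median of 1393 UMIs, came to 79.4% from Tert HFD rep136. The lipid-associated Tert contrast was -1.74 without Tert HFD rep136 and -0.51 without Tert HFD rep134, and its call was lost when either mCherry HFD or either TertCi HFD mouse was left out. Tert against TertCi was not called for lipid-associated (0.62, adjusted p 0.156 by edgeR) or perivascular nuclei (-0.14, adjusted p 0.662 by edgeR). Without Tert HFD rep134 the lipid-associated value was 1.18 and the perivascular value -0.72. Without Tert HFD rep136 they were -0.049 and 0.20, so both directions depended on which Tert HFD mouse was kept. Monocyte nuclei were fewer in Tert than in TertCi by this contrast (-0.79, SE 0.275, adjusted p 0.0230 by edgeR). That call was lost without either TertCi HFD mouse, with -0.74 at the weakest, and reversed to 0.87 at a finer resolution of 0.8. At that resolution, 596 nuclei with Cd226 and Skint3 among their leading genes had only 2 raised monocyte markers and took no name. This left 94 monocyte nuclei. Their contrasts were -0.55 with diet, 0.29 for Tert and -0.58 for TertCi, none called. At 1000 UMIs in every library both monocyte genotype calls were kept, but 1385 nuclei led by Skint3 and Cd226 were named dendritic. The monocyte name thus depended on these settings, and its contrasts on the resolution. At 1000 UMIs the perivascular contrasts reversed to -1.50 for Tert (adjusted p 0.0403 by edgeR) and -2.17 for TertCi (adjusted p 0.0107 by edgeR). Both were called in the reversed direction. The lipid-associated contrasts came to 0.056 and -0.024 there and were not called. At the same threshold under the second naming rule, chosen after seeing the data, all 4 kept the reported direction and their calls, with 2.11 and 2.23 for perivascular and -2.36 and -3.33 for lipid-associated nuclei, but the largest perivascular subcluster there, of 4991 nuclei, has Adrb3 and no perivascular marker among its leading genes, so these values do not settle the reversal. With subclusters made without their marker genes, an alternative chosen after seeing the data, all results stayed on the same side of the threshold, and the perivascular Tert against TertCi value, not called, changed sign to 0.017. The exact permutation p of the F statistic was 0.0190 for lipid-associated, 0.0476 for perivascular and 0.00952 for monocyte shares, or 0.0286, 0.0476 and 0.0286 after Benjamini-Hochberg adjustment.

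**Figure D2:**
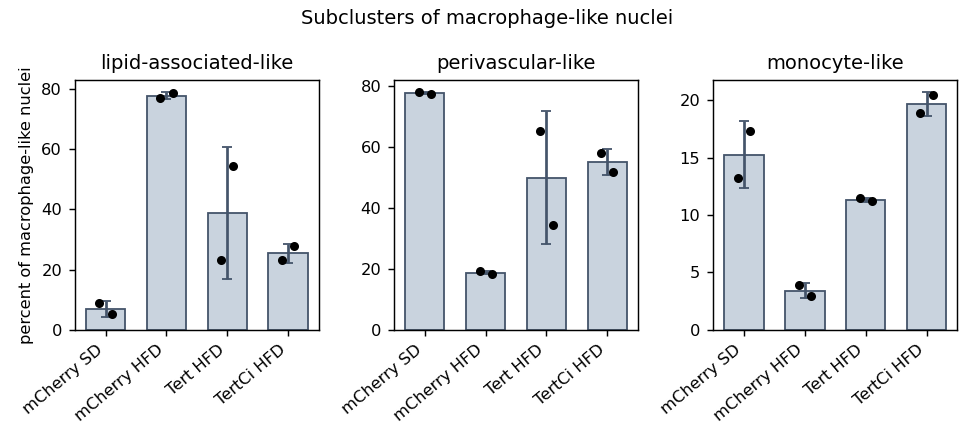
Share of macrophage-like nuclei (percent, vertical axis) in lipid-associated, perivascular and monocyte subclusters for the 4 groups, with bars at the mean, error bars of 1 SD and a point per mouse (2 per group). Lipid-associated shares were 76.9 and 78.7% in the mCherry HFD mice, and the Tert HFD mice lay far apart at 23.3 and 54.4%.

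Gene expression was compared within each class. In adipocyte-like nuclei edgeR called 3004 of 14292 genes with diet (1825 higher in mCherry HFD), 497 for Tert (158 higher) and 2056 for TertCi (817 higher). In progenitor-like nuclei it called 1308 of 11788 genes with diet (863 higher), 1195 for Tert (332 higher) and 2165 for TertCi (720 higher). In macrophage-like nuclei the counts were 2746 of 13248 genes with diet (1515 higher), 2562 for Tert (990 higher) and 3510 for TertCi (1447 higher). Endothelial-like nuclei were tested in 7 libraries because mCherry SD rep144 had too few. Their diet contrast therefore sets 2 mice against 1, mCherry SD rep146 with 25 nuclei, which is assumed to vary like the mice of the other groups. They gave 279 of 7055 genes with diet (141 higher), 628 for Tert (224 higher) and 1202 for TertCi (528 higher). Mural-like nuclei gave 602, 250 and 464 of 4663 genes. The counts leaned on single mice, most often on mCherry HFD rep128, the deepest library. Without it, the Tert and TertCi counts were 0 and 19 in adipocyte-like, 230 and 678 in progenitor-like, 718 and 1227 in macrophage-like, and 38 and 147 in endothelial-like nuclei. The diet counts came to 298 in adipocyte-like and 64 in endothelial-like nuclei without that mouse, and to 337 in progenitor-like and 847 in macrophage-like nuclei without mCherry SD rep146.

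Tert against TertCi gave 0 genes by edgeR in each of these 5 classes. At an unadjusted p under 0.05 there were 788 genes in adipocyte-like, 464 in progenitor-like, 548 in macrophage-like, 430 in endothelial-like and 162 in mural-like nuclei, where chance alone gives 714.6, 589.4, 662.4, 352.75 and 233.15. DESeq2 also gave 0 in the 4 planned classes. Without a filter on low counts, edgeR gave 93, 52, 42 and 46 genes in the planned classes. Leaving out 1 mouse gave at most 47, in endothelial-like nuclei without TertCi HFD rep140, and 18 in macrophage-like nuclei without Tert HFD rep136.

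The genes with the largest changes were often at or near 0 in one group. In adipocyte-like nuclei, 4931431B13Rik reached 68.0 ± 21.6 CPM in mCherry HFD and had no UMI in mCherry SD, and its count there was open to free RNA. Gm10097 reached 15.9 ± 11.1 CPM and likewise had none in mCherry SD. Cish went from 86.9 ± 6.83 CPM in mCherry SD to 2.20 ± 0.248 in mCherry HFD (log2 fold change -5.67, SE 0.752, adjusted p 0.00179 by edgeR). Against mCherry HFD, Gm19951 was higher in Tert HFD (4.78, adjusted p 0.0423 by edgeR) and TertCi HFD (4.93, adjusted p 0.0155 by edgeR). Eva1c was higher in TertCi HFD (4.94, adjusted p 0.0115 by edgeR). Rn18s-rs5, a ribosomal RNA repeat whose reads can come from many copies, rose for Tert by 4.30 (adjusted p 0.0413 by edgeR) with 69556 ± 78611 CPM in Tert HFD, a spread above the mean. Amelx, open to free RNA, reached 11.2 ± 7.71 CPM in mCherry HFD with no UMI in Tert HFD, and Gm10097 was lower for Tert (-6.29, adjusted p 0.0347 by edgeR). Gm16175 reached 14.2 ± 6.76 CPM in mCherry HFD with no UMI in TertCi HFD, where 4931431B13Rik was also lower (-8.39, adjusted p 0.00246 by edgeR).

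In progenitor-like nuclei, Atp6v0d2 and Gm7480 reached 63.7 ± 27.6 and 45.0 ± 11.5 CPM in mCherry HFD with no UMI in mCherry SD, and both were open to free RNA. Syt1 and Cyp2e1 were lower with diet by log2 values of -6.06 (SE 0.784, adjusted p 0.000986 by edgeR) and -5.66 (SE 0.591, adjusted p 0.000538 by edgeR). Trhde was higher for Tert (4.12) and TertCi (4.47), Tshr for Tert (3.73) and Adrb3 for TertCi (4.02), and all of these were open to free RNA. For Tert, 8030451A03Rik fell by 4.69 (adjusted p 0.00335 by edgeR) and Gm38266, open to free RNA, fell by 4.65. For TertCi, ENSMUSG00002076158 fell by 5.86 (adjusted p 0.000871 by edgeR) and Syndig1 by a log2 change of -5.82 (adjusted p 0.0147 by edgeR).

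In macrophage-like nuclei, Myh15 reached 124 ± 6.13 and Dlgap2 113 ± 3.94 CPM in mCherry HFD, with no UMI of either in mCherry SD, and Dlgap2 was open to free RNA. Cyp2e1 (-6.10) and ENSMUSG00000120552 (-6.04) were lower with diet and open to free RNA. For Tert, Gm22009 (4.99, adjusted p 0.00853 by edgeR) and ENSMUSG00000120731 (4.23, adjusted p 0.000231 by edgeR) were higher, and Gm48855 (-4.78, adjusted p 0.000460 by edgeR) and Gm15531 (-4.72, adjusted p 0.000520 by edgeR) were lower. For TertCi, Carmn (4.51) and Trhde (4.28) were higher and open to free RNA, and Gm11633 was lower (-6.08, adjusted p 0.000584 by edgeR). Spp1 reached 13.4 ± 3.31 CPM in mCherry HFD with no UMI in TertCi HFD, and was open to free RNA. In endothelial-like nuclei the genes raised most for Tert were Lgals12, at 13.1 ± 3.66 CPM against no UMI in mCherry HFD, and Adrb3 (5.79), and for TertCi they were Lgals12, at 20.1 ± 6.21 CPM, and Trhde (5.64). All 3 were open to free RNA. 4930533B01Rik (-5.15, adjusted p 0.0161 by edgeR) and Slc24a5 (-4.96, adjusted p 0.0171 by edgeR) were lower for Tert. Dlgap2 and Rpl10a, the latter open to free RNA and a member of a family with many pseudogenes, reached 60.1 ± 1.29 and 45.9 ± 9.02 CPM in mCherry HFD with no UMI in TertCi HFD. Of the 44 pairs of gene and contrast that the rule picked for the largest changes in these 4 classes, 21 lost their call in at least 1 fit that left out a mouse and none changed direction. For Tert, Gm10097 in adipocyte-like nuclei lost it in 4 of 8 fits, Gm19951 and Rn18s-rs5 there in 3 of 8 and Amelx in 3 of 7, and Slc24a5 in endothelial-like nuclei in 3 of 7. For TertCi, Syndig1 in progenitor-like nuclei lost it in 3 of 8.

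Of the 52 tests of gene lists, fry called 19 after Benjamini-Hochberg adjustment, and camera also called 12 of these. The median log2 fold change of the lipid-associated macrophage list in macrophage-like nuclei was 3.04 with diet (adjusted p 0.00103 by edgeR's fry), -1.32 for Tert (adjusted p 0.00186 by fry) and -1.51 for TertCi (adjusted p 0.00184 by fry). The diet median was 2.71 with the gene at 0 in mCherry SD set to its bound of 3 counts over the group. Of the list's 19 genes, 18 were called with diet, 17 for Tert and 18 for TertCi over all genes tested, and 18, 19 and 19 adjusted over the list alone. Ctsl, among its largest genotype changes, stood at 344 ± 20.0 CPM in mCherry HFD, 56.7 ± 17.2 in Tert HFD (log2 fold change -2.44, SE 0.199, adjusted p 5.55e-05 by edgeR), 32.2 ± 0.302 in TertCi HFD (-3.27, SE 0.214, adjusted p 5.02e-06 by edgeR) and 21.9 ± 9.84 in mCherry SD. Lpl stood at 1154 ± 90.6 CPM in mCherry HFD, 529 ± 26.3 in Tert HFD, 389 ± 30.6 in TertCi HFD and 178 ± 20.8 in mCherry SD. The list calls kept their direction without each mouse. At 1000 UMIs, where a cluster of 7002 nuclei led by macrophage markers was named mixed, Lgals3, Cd36, Itgax and Mmp12 reversed for both genotypes and Cd9 and Atp6v0d2 for TertCi. Of these, Itgax for TertCi was called in its reversed direction (0.67, adjusted p 0.0174 by edgeR). Some genes of the list were also used to name macrophages and their subclusters, so this list and the subcluster shares are not independent measures. Tert against TertCi was called for this list at a median of 0.31 (adjusted p 0.0234 by fry), with 0 of its genes called by edgeR over all genes and 4 adjusted over the list alone. That call was lost in 6 of the 8 fits that left out a mouse, with medians of 0.29 to 0.46. DESeq2 called 0 genes in this contrast.

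The perivascular macrophage list was not called by fry with diet (median -1.09, adjusted p 0.1293), for Tert (0.67, adjusted p 0.457) or for TertCi (0.60, adjusted p 0.301), although 7, 4 and 6 of its 12 genes were called over all genes and 7, 5 and 6 adjusted over the list alone. Camera called diet and TertCi. The Tert median was -0.091 without Tert HFD rep134.

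No gene list was tested again without genes open to free RNA. The secretory senescence list shares Mmp12 with the lipid-associated macrophage list, and macrophage-like nuclei were most frequent in mCherry HFD. Free RNA of macrophages therefore stays open as a source of its changes in other classes. The secretory senescence list was higher with diet and lower for both genotypes in 3 classes. Its medians in adipocyte-like nuclei were 1.60 with diet (adjusted p 0.0134 by edgeR's fry), -1.39 for Tert (adjusted p 0.0475 by fry) and -1.48 for TertCi (adjusted p 0.0285 by fry), with 6, 1 and 6 of 13 genes called over all genes and 6, 8 and 9 adjusted over the list alone. In progenitor-like nuclei they were 0.43 (adjusted p 0.00680 by fry), -0.82 (adjusted p 0.00312 by fry) and -0.86 (adjusted p 0.00574 by fry), with 3, 2 and 6 of 12 genes called over all genes and 4, 7 and 6 adjusted over the list alone. In macrophage-like nuclei they were 0.59 (adjusted p 0.0116 by fry), -0.61 (adjusted p 0.0177 by fry) and -1.22 (adjusted p 0.0158 by fry), with 4, 5 and 9 of 15 genes called over all genes and 7, 5 and 9 adjusted over the list alone. Camera did not call the diet and Tert contrasts in macrophage-like nuclei. Of the 8 fits that left out a mouse, the diet, Tert and TertCi calls were lost in 5, 6 and 7 in macrophage-like nuclei, in 4, 7 and 7 in adipocyte-like nuclei and in none in progenitor-like nuclei. The macrophage-like Tert median was 0.13 without mCherry HFD rep128. In endothelial-like nuclei only 5 of the list's genes were tested, and its medians of 0.89, -0.35 and -0.54 were not called (adjusted p 0.0823, 0.160 and 0.0504 by fry), the first against a single mCherry SD mouse. Fry did not call Tert against TertCi for this list in any class, with medians of 0.21, 0.22, 0.26 and 0.19 in the order given, and camera called it in macrophage-like nuclei (adjusted p 0.0349 by camera).

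The p53 target list, which holds Cdkn1a, rose with diet in adipocyte-like nuclei (median 0.88, adjusted p 0.0249 by fry), with 5 of 13 genes called over all genes and as many adjusted over the list alone. Its call was lost in 6 of the 8 fits that left out a mouse, with medians of 0.78 to 0.86. In macrophage-like nuclei fry called all 4 contrasts, with medians of 0.30 for diet (adjusted p 0.0116), -0.38 for Tert (adjusted p 0.0135), -0.38 for TertCi (adjusted p 0.00560) and -0.015 for Tert against TertCi (adjusted p 0.0116). Camera called none of these 4, and fits that left out a mouse lost them in 5, 4, 1 and 6 of 8. In the last the test and the mean (0.12) pointed up while the median pointed down. Over all genes, 3, 2, 3 and 0 of 13 genes were called, and 4, 2, 3 and 1 adjusted over the list alone. In adipocyte-like nuclei the Tert (0.030) and TertCi (-0.016) medians were not called, and median and mean differed in sign for Tert (mean -0.10) and for Tert against TertCi (median -0.18, mean 0.043). In progenitor-like nuclei no contrast was called, with medians of 0.11, -0.20, 0.0033 and 0.029, and the TertCi mean of -0.24 differed in sign from its median. In endothelial-like nuclei, with 6 genes tested, medians of 0.79, -0.25, -0.44 and 0.22 were not called. The first of these was 0.67 with a gene at 0 set to its bound.

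The lipogenesis list in adipocyte-like nuclei, which bears on adipocyte function, was not called by fry in any contrast. Its medians were -0.68 with diet (adjusted p 0.270 by fry), 0.64 for Tert (adjusted p 0.194 by fry), 0.40 for TertCi (adjusted p 0.237 by fry) and 0.15 for Tert against TertCi (adjusted p 0.826 by fry). Over all genes 5, 2, 5 and 0 of its 15 genes were called, and 7, 5, 6 and 0 adjusted over the list alone. Camera called Tert and TertCi. The adipogenic commitment list in progenitor-like nuclei was called by fry only for TertCi (median -0.57, adjusted p 0.0329), not by camera, and not in any of the 8 fits that left out a mouse, with medians of -0.66 to -0.41. Its other medians were 0.43 with diet, -0.31 for Tert and 0.059 for Tert against TertCi. Of its 11 genes, 2, 1, 3 and 0 were called over all genes and 3, 1, 5 and 0 adjusted over the list alone, in the order diet, Tert, TertCi and Tert against TertCi. The matrix list in progenitor-like nuclei was not called by fry, with medians of 0.63 with diet (adjusted p 0.0954 by fry), -0.34 for Tert (adjusted p 0.170 by fry), -0.65 for TertCi (adjusted p 0.0616 by fry) and 0.31 for Tert against TertCi (adjusted p 0.270 by fry). Camera called all 4. Of its 17 genes, 6, 4, 7 and 0 were called over all genes and 8, 7, 9 and 0 adjusted over the list alone. For both lists, edgeR and DESeq2 called 0 genes of the class in Tert against TertCi.

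Whether the genotypes moved expression the way the standard diet does was asked across genes. The Spearman correlation of the change from mCherry HFD to mCherry SD with the change from mCherry HFD to Tert HFD was 0.84 in adipocyte-like, 0.74 in progenitor-like, 0.76 in macrophage-like and 0.56 in endothelial-like nuclei. For TertCi HFD it was 0.86, 0.77, 0.78 and 0.56. Both changes share the mCherry HFD libraries, so simulated groups with equal means already gave 0.66, 0.35, 0.23 and 0.24 on average for Tert and 0.68, 0.36, 0.23 and 0.26 for TertCi. All 8 observed values lay above each of 200 simulated ones (p 0.00498 by simulation, the smallest that 200 can give, and the same after Benjamini-Hochberg adjustment). With one mCherry HFD mouse for the diet change and the other for the genotype change, simulated averages fell to about 0 and the observed values ran from 0.43 in endothelial-like to 0.74 in macrophage-like nuclei. In endothelial-like nuclei the diet change rests on a single mCherry SD mouse. These correlations are across genes, which are not independent replicates. A property shared by both mCherry HFD libraries, such as free RNA or a batch, would raise them too, even with these mice split. The simulations held no such property, and genes open to free RNA were not left out. The values therefore do not tell an effect of genotype and diet from such a property.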

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

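The test reported here was chosen after the result was seen. The mCherry feature, which no comparison used, received 17 UMIs over all barcodes of mCherry HFD rep128, above the bound that a count of 0 allows, and 25 over all 8 libraries. mCherry HFD rep128 was also the library with the most UMIs, 139749876, so its level was 0.122 CPM, and 1 UMI was found in both mCherry SD mice together, 3 in Tert HFD and 4 in TertCi HFD. By the sample labels every genotype carries mCherry, so its presence does not tell genotypes apart. Set against Cdkn1a, whose locus carries the insertion, mCherry reached 0.573% of the UMIs. A candidate explanation is that the inserted transcript is largely not counted by the features of the reference, for instance where its captured 3' end lies outside the sequence given for mCherry. This share restates the near absence of mCherry that prompted the explanation, and a low expression of the insertion predicts it as well, so it cannot decide between them. The same explanation could hold for inserted Tert, which was not higher over all barcodes in Tert HFD or TertCi HFD than in mCherry HFD. A lack of counting, a low expression of the insertion and a label that names another genotype all stay open. A biological difference between groups was not tested on so few UMIs.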

How the results depend on the processing

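Alternatives chosen after the data had been seen were the first and second naming rules, alone or at 1000 UMIs, the finer clusters, genes centred per library, the automatic doublet threshold and subclusters made without their marker genes. All others were planned. Values are log2 fold changes unless called counts of genes. The cause of a change was not tested unless stated. No paired analysis was possible because the groups share no replicate numbers. Reported shares of classes cover the planned classes and mural-like diet, a limit set after many uncalled values of small classes had changed sign. Of the 277 values of the classes left out, 23 reversed under other alternatives and 9 where a mouse was left out.

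Under alternatives other than leaving out a mouse, 145 of the shares of classes kept their direction and side of the threshold, 22 reversed, 15 lost and 5 gained a call. For subclusters these numbers were 57, 7, 4 and 0. The adipocyte-like diet contrast kept its call under each alternative run. The p of the correlations of genotype with diet changes was the smallest that simulation can give throughout, so it could not show a weakening.

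TMM scaling across classes gave endothelial-like diet 1.13 and progenitor-like diet 0.032 (calls lost), macrophage-like Tert -1.16 (gained), mural-like diet -0.063 and progenitor-like Tert -0.031 (reversed). With 1000 UMIs in every library, endothelial-like diet was 0.24, mural-like diet 0.49, progenitor-like diet -0.57, adipocyte-like Tert against TertCi 0.073, endothelial-like Tert against TertCi -0.28 and macrophage-like Tert -2.63. Among subclusters this gave lipid-associated Tert 0.056 and TertCi -0.024, and monocyte Tert against TertCi -0.72. Perivascular Tert was -1.50 and TertCi -2.17, both called in the reversed direction, and perivascular Tert against TertCi was 0.66. Under the second naming rule at 1000 UMIs, the lipid-associated and perivascular results kept their direction and side of the threshold, with lipid-associated Tert -2.36 and TertCi -3.33 and perivascular Tert 2.11 and TertCi 2.23, and a monocyte subcluster of 8 nuclei gave no test. The largest perivascular subcluster there has no perivascular marker among its leading genes. Counts of genes became 107 for adipocyte-like Tert, 2712 for progenitor-like diet, 1641, 1260 and 2064 for macrophage-like diet, Tert and TertCi, 1 for macrophage-like Tert against TertCi, and 78 and 527 for endothelial-like Tert and TertCi. Genes that reversed for Tert and TertCi in macrophage-like nuclei were Lgals3 (0.17, 0.23), Cd36 (0.11, 0.31), Itgax (0.50, 0.67, the latter called) and Mmp12 (0.44, 0.65), for TertCi alone Atp6v0d2 (0.19) and Cd9 (0.070), and for Tert against TertCi in progenitor-like nuclei Tert (0.53).

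Under the first naming rule at 1000 UMIs, endothelial-like diet was 0.24, mural-like diet 0.49, progenitor-like diet -0.57, adipocyte-like Tert against TertCi 0.14, endothelial-like Tert against TertCi -0.28 and macrophage-like Tert -2.75. Under the second at 1000 UMIs, progenitor-like diet was -0.30, the other values of classes apart from macrophage-like ones were as under the first, and macrophage-like diet 1.94, TertCi -1.08 and adipocyte-like Tert 3.50 and TertCi 3.36 lost their calls. The second rule alone gave mural-like diet 0.91 (lost), progenitor-like Tert -0.018, TertCi -0.16 and Tert against TertCi 0.15, counts of 291 for adipocyte-like Tert and 2670, 2304 and 3997 for progenitor-like diet, Tert and TertCi, and for Tert against TertCi Cdkn1a -0.038 in adipocyte-like and Tert 0.064 in progenitor-like nuclei. Classes per nucleus gave endothelial-like diet -0.21, mural-like diet -0.98, progenitor-like Tert -0.034, TertCi -0.022 and diet 0.95 (lost), and endothelial-like Tert 1.42 and TertCi 1.38 (gained).

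Genes centred per library gave macrophage-like TertCi -1.37 (lost), counts of 180 for adipocyte-like Tert and 813 for endothelial-like diet, and Tert 0.035 in progenitor-like nuclei for Tert against TertCi. The share of progenitor-like nuclei in that contrast, near 0 as reported, was 0.0086 there, 0.0073 without doublet removal, 0.0063 with the automatic doublet threshold and 0.022 with finer clusters. Subclusters at resolution 0.8 gave monocyte diet -0.55 and Tert 0.29 (lost), TertCi -0.58 and Tert against TertCi 0.87. Without marker genes, perivascular Tert against TertCi was 0.017.

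Without a filter, more genes were tested, and counts were 2081, 3517 and 93 for adipocyte-like Tert, TertCi and Tert against TertCi, 2037, 2166, 3355 and 52 for progenitor-like diet, Tert, TertCi and Tert against TertCi, and 42 and 46 for the last contrast in macrophage-like and endothelial-like nuclei. Thinning, which leaves fewer UMIs, gave 1020 and 754 for adipocyte-like diet and TertCi, 825, 503 and 810 for progenitor-like and 1289, 574 and 874 for macrophage-like diet, Tert and TertCi, and 253, 392 and 1 for endothelial-like Tert, TertCi and Tert against TertCi. Fits of only the groups compared gave 3737 for progenitor-like TertCi, 560 for endothelial-like diet and 1697 for macrophage-like Tert. DESeq2 gave 802, 643 and 1065 for progenitor-like diet, Tert and TertCi, 1571 and 2097 for macrophage-like Tert and TertCi, and 108, 125 and 338 for endothelial-like diet, Tert and TertCi. Without genes open to free RNA, endothelial-like diet gave 143.

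Camera also called lipogenesis Tert 0.64 and TertCi 0.40, matrix diet 0.63, Tert -0.34, TertCi -0.65 and Tert against TertCi 0.31, perivascular diet -1.09 and TertCi 0.60, and secretory senescence in macrophage-like Tert against TertCi (0.26) and endothelial-like diet (0.89). It did not call adipogenic commitment TertCi -0.57, p53 target in macrophage-like diet (0.30), Tert (-0.38), TertCi (-0.38) and Tert against TertCi (-0.015), or secretory senescence in macrophage-like diet (0.59) and Tert (-0.61). Its direction for p53 target in progenitor-like diet (median 0.11) and Tert (-0.20) was the opposite of fry's, neither called. Medians are the same in both tests, so only the test differs.

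Leaving out each mouse in turn changed a call or direction of these shares: mural-like diet (0.78 to 1.04), macrophage-like TertCi (-1.64 to -1.24), adipocyte-like (-1.05 to 0.042) and progenitor-like Tert against TertCi (-0.063 to 0.065), lipid-associated Tert (-1.74 to -0.51) and, for Tert against TertCi, lipid-associated (-0.049 to 1.18), monocyte (-0.85 to -0.74) and perivascular (-0.72 to 0.20). Counts moved by over 1.5 times for adipocyte-like diet (298 to 3740), Tert (0 to 1270) and TertCi (19 to 2800), progenitor-like diet (337 to 1779), Tert (230 to 1408), TertCi (678 to 2854) and Tert against TertCi (0 to 1), macrophage-like diet (847 to 3498), Tert (718 to 2570), TertCi (961 to 4662) and Tert against TertCi (0 to 18), and endothelial-like diet (64 to 408), Tert (38 to 1004), TertCi (147 to 1632) and Tert against TertCi (0 to 47). For Tert against TertCi, Cdkn1a ran from -0.21 to 1.05 in adipocyte-like and -1.48 to 0.57 in macrophage-like nuclei, and Tert from -0.67 to 0.25 in progenitor-like nuclei.

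Among lists, where direction is that of the test, this held in adipocyte-like nuclei for lipogenesis Tert against TertCi (-0.28 to 0.42), p53 target diet (0.78 to 0.86), Tert (-0.22 to 0.077), TertCi (-0.078 to 0.041) and Tert against TertCi (-0.43 to 0.21), and secretory senescence diet (0.64 to 1.99), Tert (-1.38 to -1.13) and TertCi (-1.67 to -1.07). In progenitor-like nuclei it held for adipogenic commitment TertCi (-0.66 to -0.41), p53 target diet (0.090 to 0.36), TertCi (-0.21 to 0.055) and Tert against TertCi (-0.040 to 0.20), and secretory senescence Tert against TertCi (0.21 to 0.59). In macrophage-like nuclei it held for lipid-associated Tert against TertCi (0.29 to 0.46), perivascular Tert (-0.091 to 0.95) and Tert against TertCi (-0.75 to 0.27), p53 target diet (0.35 to 0.61), Tert (-0.39 to -0.23), TertCi (-0.62 to -0.28) and Tert against TertCi (0.13 to 0.32), and secretory senescence diet (0.46 to 1.42), Tert (-0.96 to 0.13) and TertCi (-1.33 to -0.95). In endothelial-like nuclei it held for p53 target Tert (-0.33 to 0.040). Medians alone, with call and direction of the test unchanged, also changed sign for lipogenesis TertCi (-0.0039 to 0.66), matrix Tert (-0.73 to 0.019) and secretory senescence in Tert against TertCi in adipocyte-like (-0.0083 to 0.27) and macrophage-like nuclei (-0.035 to 0.49) and in endothelial-like diet (-0.47 to 1.05), Tert (-0.44 to 0.050) and TertCi (-0.55 to 0.27).

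Some classes held few nuclei. The mCherry SD mice had 91 and 156 macrophage-like nuclei, and mCherry SD rep144 had too few endothelial-like nuclei to enter their tests of genes. With 2 mice per group, each fit without a mouse leaves a group with 1.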

Other observations

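The tests of macrophage shares were chosen after those shares had been seen, and the tests of changed genes by thinning and by free RNA were planned. Epithelial-like nuclei numbered 229 of 7433 (3.08%) in mCherry HFD rep128, 1 of 2878 in mCherry HFD rep129 and 0 in the other 6 libraries under the naming rule used. Under the first and second rules they were also 1.30% of nuclei in mCherry SD rep146, and 3.09% there under the second at 1000 UMIs. A cluster of 92 nuclei from mCherry SD rep146 alone, with epithelial markers as its second score, is called mixed by the rule used. The epithelial-like nuclei of mCherry HFD rep128 made up clusters of which 99.3% or more came from it, and 16.1 to 17.9% of their barcodes were among the highest doublet scores before removal. The leading genes of these clusters included Lcn8 and Lcn9 in one and Ces5a, Spag11b and Defb15 in the other. An unnamed cluster of 379 nuclei, with Myh11 among its leading genes, came to 98.4% from mCherry SD rep146. Apart from doublets removed, all these nuclei count in the library totals that shares are taken of. No explanation was tested.

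The macrophage-like share was lower in Tert HFD and TertCi HFD than in mCherry HFD, by log2 values of -0.78 and -1.43. Depth could produce this through the UMI threshold, which differed between libraries. With 1000 UMIs in every library, the smallest ratio of the log2 fold change to the reported one was 0.757 over the naming rules and genotypes, so the difference stayed over 0.5 of its size. The naming rule could also produce it. With classes given to each nucleus without clusters, the smaller ratio was 1.28. Across the naming rules, finer clusters and genes centred per library, group means ran from 44.0 to 45.6% in mCherry HFD. They ran from 17.2 to 26.7% in Tert HFD and from 12.7 to 17.3% in TertCi HFD. The lowest mCherry HFD mouse stood at 43.4%, and the highest Tert HFD or TertCi HFD mouse at 28.0%. These values argue against the naming rule as the whole cause at the UMI thresholds used. Depth is not excluded. At 1000 UMIs the ratio depended on which macrophage clusters the rule named mixed, and one of 7002 nuclei was, so depth and naming act together there. A batch of tissue processing is a further candidate explanation. The labels do not say which mice shared a batch, so batch and group cannot be told apart. The mCherry HFD libraries held 2867467 and 2812917 barcodes, and the fewest of these was 1.45 times the most in any other library, so libraries differed in a property other than their label. Whether that reflects diet, genotype, loading or sequencing was not tested. A biological effect of the genotypes stays open and untested beyond the comparison itself.

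The counts of changed genes could come from free RNA of other classes, since Adrb3 and Trhde, both open to free RNA, were raised in progenitor-like and endothelial-like nuclei of groups in which adipocyte-like nuclei were more frequent. With genes open to free RNA left out, the smallest ratio of a count to the reported one was 0.513 and none of 12 fell under 0.5. The free RNA profile left out shallow barcodes of more than 100 UMIs, so this ratio cannot exclude free RNA as the cause. Free RNA stays open for single genes too. A difference in depth could also produce the counts. After thinning each class to its shallowest library the smallest ratio was 0.224, and 9 of 12 counts fell under 0.5. Thinning lowers the power to call any gene, so this loss cannot be told apart from an effect of depth. Over these tests, biological differences in expression remain a hypothesis.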
